A study of Mus musculus with 20 samples.

How the data were processed

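Gene expression was measured in single cells from 20 libraries of cultured CD1 mouse retina. Per the labels, retinal tissue was electroporated with a GFP control construct, a MEIS1 construct, a MEIS2 construct or an equal mixture of both, at postnatal day 2 (P2) or postnatal day 5 (P5) as the stated age. Each age has 4 control libraries and 2 libraries for each of the 3 construct groups. Per the series design text, GFP-positive cells were isolated, libraries were made with 10x Genomics 3′ chemistry, and reads went through Cell Ranger on a mouse genome to which a GFP locus had been added. That text gives neither a Cell Ranger version nor the filters on cells.

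The deposited table holds raw UMI counts per gene and cell, which the authors did not normalize: the values are whole numbers, and in all 79009 cells their sum equals the count of UMIs given for the cell by the authors. The deposited description of cells also gives the number of genes with a UMI as a count, the authors' cell type, and the mitochondrial UMIs as a percent of the cell's UMIs. That percent was recomputed from the counts and matched the deposited percent within 0.01 in 79009 cells. The deposited cells range from 501 to 46192 UMIs, from 244 to 5999 genes, and up to 24.99 percent mitochondrial UMIs. Every deposited cell also carries at least 1 GFP UMI. These limits are the only traces of the authors' filters found in these values. The table has 23260 genes. Genes are named by symbol alone, and positions are those of GENCODE vM21 on mm10, which is not necessarily the annotation the authors used.

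The sample of each cell was taken from the sample column of the deposited description. The labels contradict each other at several points. The treatment tag names MEIS1 for every P2 single-construct library and MEIS2 for every P5 single-construct library, while titles and library names distinguish them. Cell barcodes of P2 control 1 start with the name of a combination library, and those of P2 combination 2 start with the name of a control. In 8 further libraries the barcodes start with another number of the same group: P2 controls 2 to 4, P5 controls 1 to 4 and P2 combination 1. The start equals the title in 10 of 20 libraries, so that replicate numbers, which the replicate block uses, are uncertain. The series design text names NR2F1 and NR2F2 constructs in place of MEIS1 and MEIS2. It also gives 2 or 5 days of treatment, while the sample labels give P2 or P5 as an age. Titles and the sample column were followed, and alternatives took the other readings of the tag and of the barcodes.

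UMI counts were summed per library and authors' cell type. A library entered with at least 20 cells of the type, and a comparison was run where every group kept at least 2 libraries. Genes passed the default filter of filterByExpr, counts were scaled by TMM, and 1 model with a mean for each of the 8 groups was fitted in edgeR 4.0.16 (R 4.3.3) with the quasi-likelihood test, which is two-sided. The contrasts were the mean of the 3 construct groups against control at each age (any MEIS), in progenitors also each construct against control, MEIS1 against MEIS2, the combination against the mean of the single constructs, and the P5 effect of any MEIS less the P2 effect. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 within a contrast. Cell numbers per type were tested the same way with total cells as the offset, and shares of cells also with two-sided exact permutation tests over all 210 splits of 6 against 4 libraries, whose smallest possible p is 0.00476. Groups of 2 libraries against 4 cannot go below an exact p of 0.0667.

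Lists of early progenitor, late progenitor, cell cycle, neurogenic, rod and cone genes were written from general knowledge before the data were examined, as were the contrasts and most alternatives. They were tested with camera in limma 3.58.1 at a preset correlation of 0.01. Named genes were fixed by a rule: in each any-MEIS contrast, called genes whose 6 MEIS libraries all lay on one side of all 4 controls, up to 4 rising and 4 falling, with a mean log2 CPM of at least 4, and in every case a short list of genes that includes Meis1, Meis2 and GFP. Results of 2 further genes are not reported here. Genes named outside that rule were chosen after their values were seen: Pknox1 outside bipolar cells, and every called gene of the construct contrasts in progenitors other than Meis1 and Meis2. The correlation of log2 fold changes between constructs was set beside the same correlation in 20 simulated sets of groups without an effect that share their controls as the real groups do. Genes were drawn independently in these sets.

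Alternatives were DESeq2 1.42.0, no TMM factors, no filter on low counts, at least 50 cells, libraries of 1 age, only the groups compared, the replicate number as a block, controls 1 and 2 or 3 and 4 alone, each library left out, cells without Scrublet doublets (scanpy 1.11.5, expected percent of doublets 6), without the shallowest 20 percent of cells, limma on log2 odds of shares, TMM over cell types, fry, camera with an estimated correlation, and the construct from the treatment tag. Replicate numbers 3 and 4 occur in controls alone, so the replicate block gives these controls no weight in contrasts with control. There it resembles controls 1 and 2 alone, with a term for replicate 2. Further alternatives were chosen after seeing the data: limma voom with sample quality weights, cells with at least 10 GFP UMIs, both readings of the barcode starts, the P5 replicate 1 libraries as a batch term or left out, a crossed replicate block, and the alternatives of the correlation between constructs. The pipeline was tested on simulated data with 200 planted genes per contrast: it recovered 58 percent of them for any MEIS at P2 and 60.5 percent at P5 in progenitors, and 97.8 percent of the well expressed ones with a log2 fold change of 2. Of the genes called for any MEIS in progenitors, 9.38 percent at P2 and 4.72 percent at P5 had no planted change. For each construct against control in progenitors, recovery was lower, from 27 percent for MEIS2 at P2 to 41.5 percent for the P5 combination. Of well expressed genes with a log2 fold change of 1, these contrasts recovered from 6.52 percent (MEIS2 at P2) to 24 percent (MEIS1 at P2). For any MEIS in amacrine cells, 42.5 percent were recovered at P2 and 38.5 percent at P5. The simulated counts were drawn gene by gene from 1 pooled profile, with no library of different composition and no differences shared by genes of a library. With 200 planted genes the adjusted p threshold is also easier to pass than with few true changes. The percents of recovery and of false calls may therefore be too favourable for the real libraries. Intervals of shares are Wilson intervals at 95 percent and cover counting error only. Python 3.11.15 with scipy 1.17.1 was used for the exact tests.

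Libraries hold between 2376875 UMIs (P2 MEIS2 replicate 2) and 141540352 UMIs (P2 control 1). The sums over progenitors range from 649745 to 32044471 UMIs. Bipolar cells reached the minimum in 12 libraries, so that only P5 was tested, and cones, Müller glia, horizontal cells and starburst amacrine cells were too few for gene tests. Raw reads were not used here.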

Results

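Single-cell expression was measured in 79009 cells of cultured retina from CD1 mice, in 20 libraries and 8 groups. The constructs overexpress MEIS1 or MEIS2, related transcription factors, or an equal mixture of both, and control tissue received GFP alone. Each stated age, P2 and P5, has 4 control libraries, 2 MEIS1 libraries, 2 MEIS2 libraries and 2 combination libraries. The question named by the series title is what MEIS factors do to temporal patterning and neurogenesis in late retinal progenitors.

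Depth differed widely between libraries. At P2 the control libraries held 141540352, 16970756, 19481224 and 23712603 UMIs for replicates 1 to 4. The P2 MEIS1 libraries held 27133427 and 24437090 UMIs, the P2 MEIS2 libraries 26850142 and 2376875, and the P2 combination libraries 41521884 and 11022689. At P5 the control libraries held 36798179, 33983419, 39920642 and 21786709 UMIs. The P5 MEIS1 libraries held 14534511 and 30151229 UMIs, the P5 MEIS2 libraries 15199277 and 28044898, and the P5 combination libraries 51751194 and 27929217. Cells per library ranged from 1625 in P2 MEIS2 replicate 2 to 17739 in P2 control 1. The median cell had 992 UMIs in P2 MEIS2 replicate 2 and 14199 UMIs in P2 MEIS2 replicate 1. In P2 MEIS2 replicate 2 the long non-coding RNA Malat1 took 10.0 percent of UMIs, against 2.53 to 4.41 percent in the other 19 libraries, and mitochondrial genes took 0.415 percent. At P5, replicate 1 of each MEIS group and control 1 had the highest mitochondrial percent of their group, with 10.0 percent in control 1, 8.75 percent in MEIS1, 7.18 percent in MEIS2 and 8.14 percent in the combination.

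**Figure D1:**
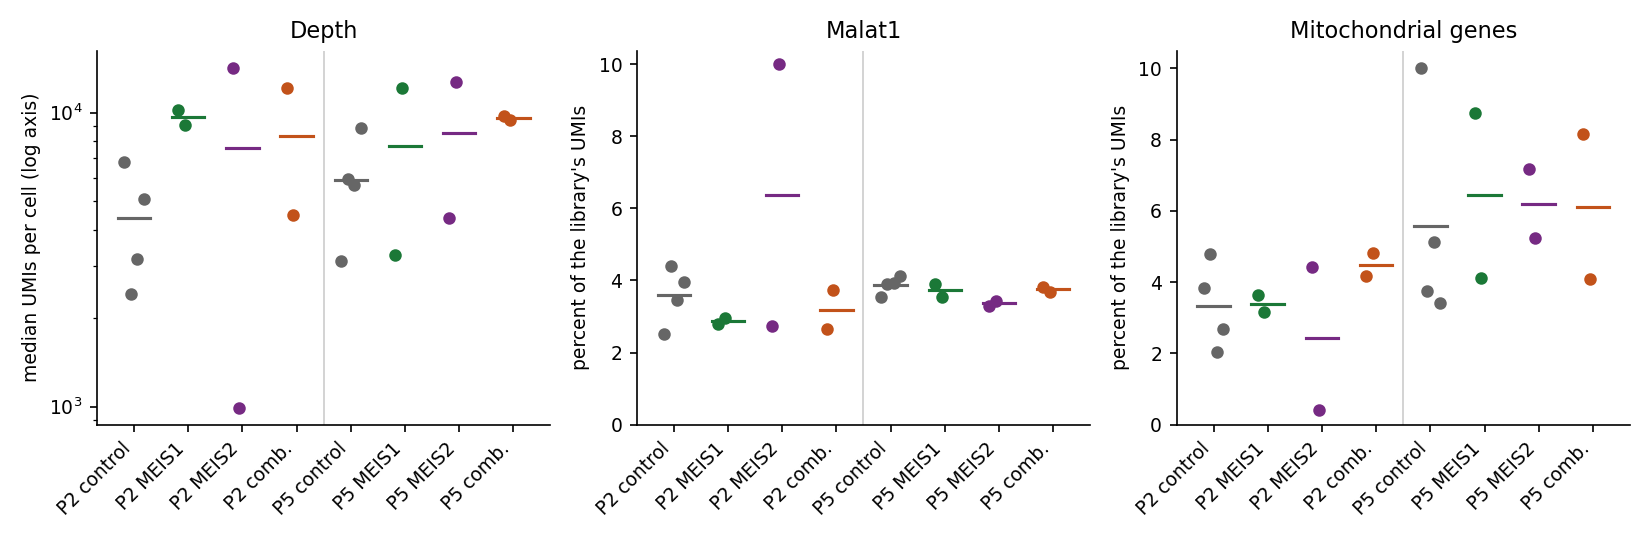
Median UMIs per cell (log axis), Malat1 as a percent of UMIs and mitochondrial genes as a percent of UMIs, 1 point per library and a line at the mean of each group. P2 MEIS2 replicate 2 lies apart from the others with a median of 992 UMIs and 10.0 percent Malat1.

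The authors named 9 cell types. Rods made up 38650 cells, amacrine cells 13556, progenitors 11818, neurogenic cells 9239, bipolar cells 4530, cones 842, Müller glia 221, starburst amacrine cells 98 and horizontal cells 55. Every deposited cell carried at least 1 GFP UMI.

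The first comparison asked whether each library carries its construct. Meis1 (chromosome 11, 18879817 to 19018985, mm10) in progenitors averaged 219 ± 72.6 CPM after TMM scaling (SD, n = 4) in P2 controls and 2260 ± 216 (n = 2) in P2 MEIS1 libraries. It was 262 ± 10.5 (n = 2) with MEIS2 and 878 ± 22.4 (n = 2) with the combination. At P5 the means were 207 ± 18.2 (n = 4) in controls, 3690 ± 410 (n = 2) with MEIS1, 255 ± 81.0 (n = 2) with MEIS2 and 864 ± 229 (n = 2) with the combination. Meis2 (chromosome 2, 115863064 to 116065839) averaged 137 ± 31.1 in P2 controls, 1137 ± 511 with MEIS2, 744 ± 204 with the combination and 90.1 ± 5.04 with MEIS1. At P5 it averaged 42.8 ± 6.61 in controls, 903 ± 191 with MEIS2, 1300.0 ± 565 with the combination and 59.9 ± 14.6 with MEIS1. Each construct's own gene was therefore highest in the libraries whose titles name it, and not in the groups that the treatment tag names.

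**Figure D2:**
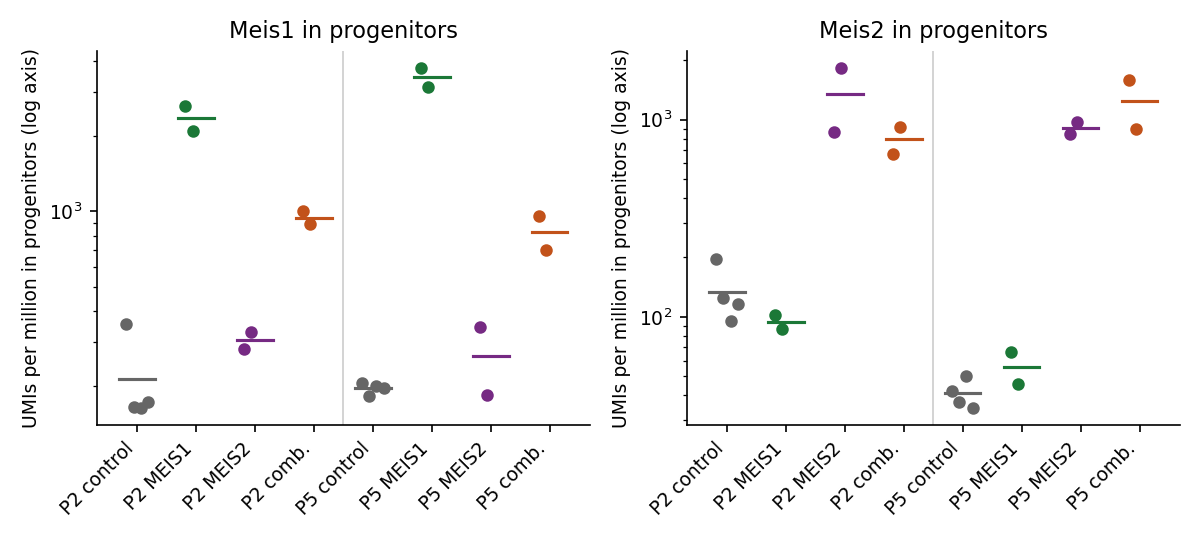
Meis1 (left) and Meis2 (right) CPM of progenitor UMIs (log axis), 1 point per library and a line at the mean of each group. Meis1 is highest in the MEIS1 libraries and Meis2 in the MEIS2 and combination libraries at both ages.

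Summed over all cells, edgeR called Meis1 in MEIS1 libraries at P2 (log2 fold change 3.07, SE 0.40, adjusted p 0.0144) and at P5 (3.12, SE 0.40, adjusted p 0.0121), and called neither Meis2 nor GFP in any construct contrast. Meis2 changed by log2 1.27 with MEIS2 at P2 (adjusted p 0.174) and by 1.28 at P5 (adjusted p 1.0). In progenitors alone the same contrasts were called, at 3.05 (adjusted p 0.000305) and 4.40 (adjusted p 2.11e-06). The GFP feature was lower in MEIS than in control libraries. Over all cells, without TMM scaling, it averaged 6238 ± 3939 CPM in 6 MEIS libraries and 21150 ± 13288 in 4 controls at P2, with an exact permutation p of 0.0333. At P5 it averaged 4058 ± 1606 against 9277 ± 4514, and the 6 MEIS libraries lay below every control (exact permutation p 0.00476, the smallest 210 splits can give). The edgeR fold change of GFP was not called, with log2 -1.92 at P2 (adjusted p 0.521) and -1.20 at P5 (adjusted p 1.0).

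The next comparison asked which genes differ in progenitors between any MEIS construct and control. At P2, edgeR called 2 of 14849 genes, with 1357 genes at an unadjusted p under 0.05. They were Meis1 (log2 fold change 1.87, SE 0.23, adjusted p 0.00417) and Meis2 (1.63, SE 0.25, adjusted p 0.0455). Meis1 lay above every control in 4 of 6 MEIS libraries, and Meis2 in 4 of 6. Meis1 lost its call without P2 control 2 (adjusted p 0.0608) or P2 control 4 (0.0528). Of the 10 leave-one-out fits, Meis2 kept its call in those without P2 control 1 (0.0317) or P2 MEIS2 replicate 1 (0.00209), and its adjusted p ranged up to 0.337 without P2 control 4. Of 12 other alternatives Meis1 kept its call in 8 and Meis2 in 6. Both lost it with libraries of 1 age, under the replicate block, with controls 1 and 2 and with the group from the barcode start. Of all alternatives, leaving out P2 MEIS2 replicate 1 moved the count most, to 761 genes, which leaves the MEIS2 group with the library of high Malat1 as its lone sample, assumed to vary like the other groups.

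At P5, edgeR called 3 genes, with 284 at an unadjusted p under 0.05, and DESeq2 called 6. Those of edgeR were Meis2 (3.27, SE 0.28, adjusted p 1.98e-05), Meis1 (2.17, SE 0.23, adjusted p 0.000319) and Col11a1 (chromosome 3, 114030540 to 114220718; log2 fold change -1.20, SE 0.19, adjusted p 0.0482). Meis2 lay above every control in 6 of 6 MEIS libraries and Meis1 in 5 of 6. Both kept their calls whichever of the 10 P5 libraries was left out. Of 12 other alternatives Meis2 kept its call in 12 and Meis1 in 9. Meis1 lost it under the replicate block (adjusted p 0.0586), with controls 1 and 2 (0.117) and without the P5 replicate 1 libraries (0.130). Col11a1 averaged 58.4 ± 14.3 CPM in 4 controls and 26.3 ± 9.44 in 6 MEIS libraries, below every control in 6 of 6. It kept its call in 4 of the 10 leave-one-out fits, with adjusted p from 0.0310 without control 3 to 0.440 without control 2. It kept it in 4 of the 12 other alternatives, with an adjusted p of 1.00 with controls 3 and 4. The difference between ages was called for no gene in edgeR (331 at an unadjusted p under 0.05) and for 2 genes in DESeq2.

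In progenitors, genes whose 6 MEIS libraries all lay on one side of all 4 controls were 104 of 14849 at P2 (0.700 percent) and 63 at P5 (0.424 percent), where chance gives 0.952 percent. At P2 they were 1.41 percent in rods (209 of 14786), 1.00 percent in amacrine cells and 0.902 percent in neurogenic cells. At P5 the other cell types had 0.153 to 0.488 percent.

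Each construct was also tested by itself in progenitors. In edgeR at P2, MEIS1 changed Meis1 alone (log2 fold change 3.37, adjusted p 1.48e-05). The combination changed Meis1 (2.00, adjusted p 0.01004) and Meis2 (2.44, adjusted p 0.00620), and Meis1 kept its call in 1 of 6 leave-one-out fits (adjusted p up to 0.246 without combination replicate 1) and Meis2 in 3 of 6 (up to 0.189 without combination replicate 2). In edgeR at P5, MEIS1 changed Meis1 alone (4.16, adjusted p 7.57e-07), MEIS2 changed Meis2 alone, and the combination changed Meis2 (4.92, adjusted p 4.56e-07) and Meis1 (2.07, adjusted p 0.00664). The P5 combination call of Meis1 held in 3 of 6 leave-one-out fits. It was lost without combination replicate 1 (adjusted p 0.624), control 2 (0.0571) or control 4 (0.0522). DESeq2 called 1 gene for MEIS1 at each age and 3 for the combination at P2, and at P5 it called 7 for MEIS2 and 12 for the combination.

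MEIS2 at P2 gave 6 genes in edgeR, with 2366 at an unadjusted p under 0.05: Meis2 and 5 others, all at an adjusted p of 0.0329, among them Cacfd1, Pfkl, Msl1 and Arf3, which were chosen after their values were seen. The median log2 fold change of the 5 genes was 3.47. Arf3 was at 31.2 CPM in replicate 1 and 836 in replicate 2, against 27.8 ± 6.72 in 4 controls. Without replicate 2, the library of high Malat1, their median was 0.40. All 5 were called in 1 of 6 leave-one-out fits, the one without replicate 1. Without 1 of the P2 controls, Arf3 was not called either (adjusted p from 0.0552 to 0.192), but its log2 fold change stayed between 3.83 and 4.08. DESeq2 called 562 genes in this contrast.

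In edgeR, MEIS1 against MEIS2 in progenitors was called for the construct genes alone, with Meis1 higher by log2 3.11 at P2 and 3.86 at P5, and Meis2 changed by -3.66 and -3.92. DESeq2 called 83 genes at P2 and 2 at P5, and edgeR called 2219 at P2 without MEIS2 replicate 1. At P2 the Meis2 call was lost without MEIS1 replicate 1 (adjusted p 0.0552) or 2 (0.0723). The combination against the mean of the single constructs was called for no gene at P2 (204 at an unadjusted p under 0.05 in edgeR, 0 in DESeq2). At P5 it was called in edgeR for Meis2 (2.49, SE 0.31, adjusted p 0.00503) and Dlgap1 (chromosome 17, 69969073 to 70821413; -1.47, SE 0.23, adjusted p 0.0405), and DESeq2 called 49 genes. Both calls were lost without combination replicate 1 (adjusted p 0.407 each). The Meis2 call held in 4 of 6 leave-one-out fits, and was also lost without MEIS2 replicate 1 (0.0870). The Dlgap1 call held in 2 of 6, and was also lost without MEIS1 replicate 1 (0.225), MEIS2 replicate 1 (0.205) or combination replicate 2 (0.108).

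In other cell types few genes were called for any MEIS. In neurogenic cells edgeR called 0 of 13745 genes at P2 (1477 at an unadjusted p under 0.05; 207 called in DESeq2) and Meis1 at P5 (log2 fold change 2.25, SE 0.32, adjusted p 0.0179). That call was lost in 7 of 10 leave-one-out fits, with an adjusted p of 0.217 without control 4. In rods edgeR called 0 genes at P2 (1618 at an unadjusted p under 0.05; DESeq2 158) and 0 at P5 (107; DESeq2 1). In amacrine cells it called 0 at P2 (543; DESeq2 1) and 0 at P5 (163; DESeq2 0). In bipolar cells at P5 it called Pknox1 (chromosome 17, 31564734 to 31607693; log2 fold change 1.10, SE 0.12, adjusted p 0.0481), with 563 genes at an unadjusted p under 0.05 and 13 called in DESeq2. Pknox1 encodes a protein of the same family as MEIS. It averaged 72.7 ± 13.6 CPM in 6 MEIS libraries and 33.4 ± 3.79 in 4 controls, and 6 of 6 lay above every control. Its call held in 1 of 10 leave-one-out fits, with an adjusted p of 0.367 without control 1 and 0.00806 without combination replicate 2, and in 6 of 12 other alternatives. It was lost without TMM factors, under the replicate block, with either pair of controls, and with the P5 replicate 1 libraries as a batch term (0.0965) or left out. In other cell types Pknox1, looked at after its values were seen, was not called. In progenitors at P2, without TMM scaling, it averaged 67.3 ± 16.2 CPM in 6 MEIS libraries and 32.1 ± 11.1 in 4 controls (exact permutation p 0.00952), and at P5 39.2 ± 8.70 and 20.6 ± 4.63 (exact permutation p 0.00952). The difference was smaller in rods at P5, 60.6 ± 13.8 against 43.6 ± 8.60, with 3 of 6 MEIS libraries above every control (exact permutation p 0.0619). In amacrine cells at P5 it was 64.4 ± 17.0 against 36.1 ± 8.93 (exact permutation p 0.0238). At P2, Pknox1 averaged 89.5 ± 16.8 against 50.6 ± 12.5 CPM in rods (exact permutation p 0.00952). In P2 amacrine cells the means were 73.7 ± 18.4 and 36.4 ± 6.65 (exact permutation p 0.0143). In neurogenic cells they were 70.3 ± 13.25 and 28.9 ± 11.6 at P2 (exact permutation p 0.00476), and 53.3 ± 11.9 and 28.2 ± 5.82 at P5 (exact permutation p 0.00952).

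The shares of cell types addressed whether the constructs shift cell fates. No type was called in edgeR for any MEIS or any construct at either age. Progenitors made up 20.4 ± 6.96 percent of cells in 4 P2 controls and 21.2 ± 5.15 percent in 6 MEIS libraries, and 9.23 ± 5.91 against 10.2 ± 6.23 percent at P5. Rods made up 45.5 ± 7.17 against 40.5 ± 6.08 percent at P2 and 58.0 ± 9.52 against 57.1 ± 12.3 percent at P5. Of 18 exact permutation tests of any MEIS against control, the lowest p was that of cones at P2, 0.0286 (0.715 against 1.48 percent), which became 0.514 after adjustment over the 18. In the P5 combination, bipolar cells made up 1.18 percent (95 percent Wilson interval 0.901 to 1.54) and 9.87 percent (8.76 to 11.1), against 15.7 ± 6.30 percent in 4 controls. Their log2 ratio in edgeR was -1.52 (p 0.0488, adjusted p 0.198), and that of cones -2.90 (p 0.0310, adjusted p 0.198). Among the replicate 1 libraries of P5, with higher mitochondrial percents, the combination had 1.18 percent bipolar cells and the 3 others 7.58 to 14.0 percent. Among replicates 2 to 4 it had 9.87 percent and the 5 others 15.7 to 22.9 percent. With a batch term for the P5 replicate 1 libraries, chosen after seeing the data, 4 types were called for the P5 combination, which moved the shares most. Combination replicate 1 differed from the 3 other replicate 1 libraries in depth and in other shares, so that a common term may not suit it. With the replicate number as a block, which gives controls 3 and 4 no weight, 3 types were called for the P5 combination. Cones were then called for any MEIS at both ages. The replicate numbers carry no stated pairing, and correlations across genes of the differences between replicates 1 and 2 between groups of an age ranged from -0.23 to 0.50 at P2 and from 0.03 to 0.41 at P5. Genes are not independent replicates in these values.

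**Figure D3:**
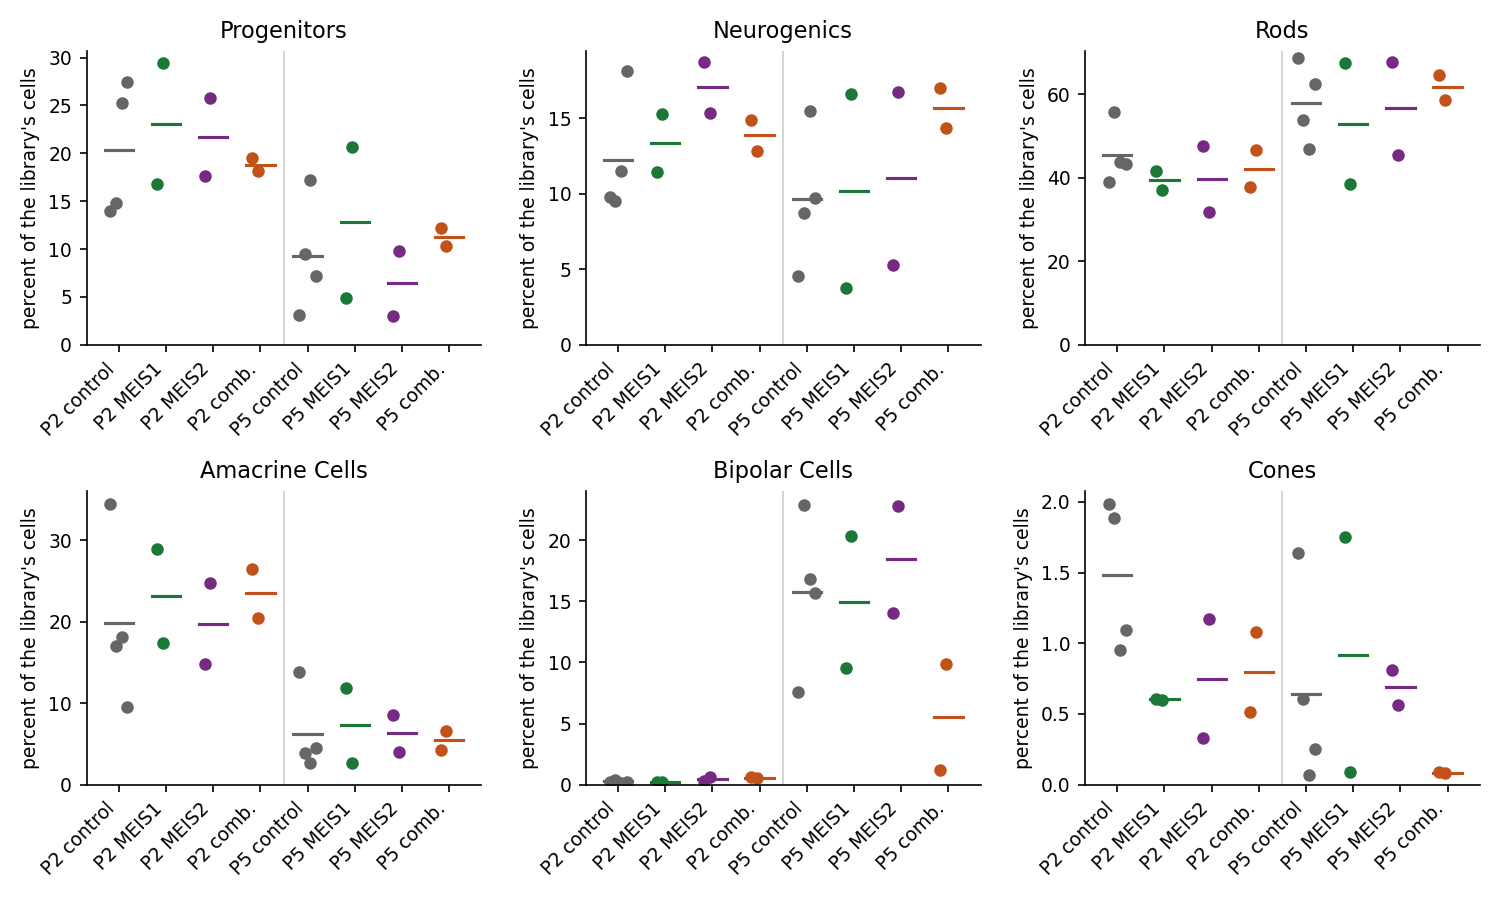
Percent of each library's cells in 6 cell types, 1 point per library and a line at the mean of each group. MEIS and control libraries overlap in progenitors and rods, and the P5 combination libraries have 1.18 and 9.87 percent bipolar cells.

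Gene lists addressed whether progenitors or rods of MEIS libraries shift as a set. None of the 12 tests was called in camera. The lowest values were the early progenitor list at P2 (upward, p 0.0204, adjusted p 0.173) and the late progenitor list at P5 (downward, p 0.0289, adjusted p 0.173). No call was made under fry or an estimated correlation either. The result depended on which controls were used. Under the replicate block 5 of the 12 tests were called: early progenitor, cell cycle (upward), neurogenic and rod genes at P5, and rod genes at P2. The same 5 were called with controls 1 and 2 only, which the block resembles, since it gives controls 3 and 4 no weight. No gene of a list was called over all genes, and none adjusted over the list alone. The early progenitor list at P5 had an adjusted p of 0.702, cell cycle 0.702 at P2 and 0.764 at P5, late progenitor at P2 and neurogenic at both ages 0.764, rod 0.702 at both ages, and cone 0.764 and 0.979. Median, mean and test differed in sign for several lists: late progenitor at P2 and rod at P2 had a positive median and a negative mean, and the cone list at P5 also. The cell cycle list at P5 went down, not called, with all controls. Leaving out P5 control 3 moved it most, to an upward call (adjusted p 1.50e-07). It was also called upward with controls 1 and 2 only (5.56e-06), and downward with controls 3 and 4 only (0.00513). Fry and an estimated correlation were run with all libraries only, so the calls under these subsets rest on the preset correlation of 0.01. Their p-values do not measure how far the genes of a list move together between libraries.

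Changes of the constructs were compared across genes in progenitors, which are not independent replicates. The simulated genes vary independently, without differences that libraries share. In the real data, the difference between replicates 1 and 2 correlated at 0.35 between P5 MEIS1 and P5 MEIS2. A value beyond the simulated range therefore does not separate a shared effect of the constructs from other differences that libraries share. At P2 the correlation of log2 fold changes was 0.15 between MEIS1 and MEIS2, within the 0.12 to 0.17 of simulated groups without an effect. It was 0.52 between MEIS1 and the combination (simulated 0.23 to 0.26) and 0.38 between MEIS2 and the combination (0.19 to 0.22). At P5 it was 0.40 between MEIS1 and MEIS2 (simulated 0.17 to 0.22), -0.09 between MEIS1 and the combination (0.15 to 0.19) and 0.09 between MEIS2 and the combination (0.08 to 0.13). At P2, the value between MEIS1 and MEIS2 depended on single libraries. Without P2 control 1 it was 0.35 (simulated -0.08 to -0.04), and without MEIS2 replicate 2 it was 0.45 (0.16 to 0.21). Without MEIS2 replicate 1 it was -0.04 (0.03 to 0.07). The value between MEIS1 and MEIS2 at P5 lay above its simulated range in 10 of the 10 alternatives that change the pair. Its size varied, with the lowest values without P5 MEIS1 replicate 1 (0.16; 0.02 to 0.07) and without P5 MEIS2 replicate 2 (0.21; 0.13 to 0.17). The value of MEIS1 with the combination at P5 lay below its simulated range in 8 of the 10 alternatives that change the pair and above it in 2, among them controls 1 and 2 only (0.32; 0.05 to 0.10). That of MEIS2 with the combination at P5 depended on the libraries as well. It lay above its simulated range in 7 of the 10 alternatives that change the pair and below it in 3, and was 0.39 with controls 1 and 2 only (-0.02 to 0.02) and -0.01 without combination replicate 2 (0.01 to 0.07). That of MEIS2 with the combination at P2 fell within its simulated range without MEIS2 replicate 1 (0.14) and under it without combination replicate 1 (0.21; 0.23 to 0.27). That of MEIS1 with the combination at P2 stayed above its simulated range in every alternative, with the lowest value without MEIS1 replicate 1 (0.25; 0.16 to 0.20).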

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

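Of the tests in this part, those of the exchange between P2 control 1 and P2 combination 2, of a MEIS library labelled as P2 control 1 and of replicate 1 libraries at P5 were chosen after the result was seen. The limit of the test of Meis-rich cells and the measure of the GFP test were fixed before their results were seen. How these were read was changed after the values were seen: the first was then left open, and the second was then made to rest on progenitors. In each group of 4 control libraries, the highest and lowest library was compared with the rest by its gap over the range of the group, by Dixon's rule at 95 percent. Of 50 such comparisons, 7 passed, where chance gives about 1 in 20.

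P2 control 1 stood apart in 3 of them. It had 17739 cells, where the other P2 controls had 4020 to 5262, and 141540352 UMIs, where the others had 16970756 to 23712603. Meis1 in its progenitors was 353.6 CPM, against 164.3 to 172.5 in the others. This library's cell barcodes start with the name of a combination library, so that a wrong label was weighed. An exchange with P2 combination 2, whose barcodes start with a control's name, is argued against by the latter: its Meis1 and Meis2 in progenitors exceeded the highest P2 control by at least log2 1.33 each, as in a MEIS library. The barcodes of P2 combination 1 start with the name of combination 2, and those of 8 libraries start with another number of their own group, so that the starts do not describe a plain exchange. A part of its cells might carry a MEIS construct. Among its progenitors 4.75 percent (95 percent Wilson interval 3.98 to 5.67) had at least 4 Meis1 or Meis2 UMIs per 2000 UMIs, which is 4.18 times the 1.14 percent of the other P2 controls together. The limit written down beforehand for this explanation was 5 times, and the ratio stayed under it. MEIS libraries had 21.0 to 53.0 percent. The value of P2 control 1 lay 16.2 percentage points under the lowest of these 12, more than their SD of 11.6, which argues against a whole MEIS library labelled as control. Since a small share of such cells would give a ratio of this size, the ratio does not settle a mixture. Doublets stay open too: Scrublet called 11.2 percent of the cells of this library, against 3.84 percent overall. A mixture with a few MEIS cells stays open, as does a difference between tissue pieces, which was not tested. No biological explanation was tested.

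P5 control 1 stood apart in 4 of them. GFP made up 15997 CPM over all its cells, against 6364 to 7732 in the other P5 controls, and 46150 in its progenitors, against 11440 to 14578. The higher CPM over all cells was not that of its typical cell. Its median cell had 3 GFP UMIs, against 7 to 14 in the other P5 controls. At least 10 GFP UMIs were found in 20.1 percent of its cells, against 44.4 to 58.8 percent. Its cells were also shallower, with a median of 3139 UMIs, against 5658 to 8869. After thinning to equal depth, 66.8 percent of its cells had a GFP UMI, against 70.7 to 77.0 percent. In its rods GFP was not higher, at 2880 CPM against 2930 to 3479 in the other P5 controls. Amacrine cells were 13.76 percent of its cells (95 percent Wilson interval 12.9 to 14.6), against 2.71 to 4.49 percent in the others. Starburst amacrine cells were 0.413 percent (0.282 to 0.605), against at most 0.0253 percent in the others. It was also the P5 control with the highest mitochondrial percent, 10.0 percent, as replicate 1 of the MEIS groups was in each of these. A batch of replicate 1 libraries is therefore an open explanation. In the P5 MEIS groups, GFP in progenitors was higher in replicate 1 than in replicate 2 in 3 of 3 groups (11466 and 6247 CPM with MEIS1, 7719 and 5422 with MEIS2, 7189 and 3794 with the combination). The percent of amacrine cells was higher in 2 of 3 (11.9 and 2.72 with MEIS1, 8.59 and 3.96 with MEIS2), but 4.31 and 6.62 with the combination. With 3 pairs of libraries this does not decide it, and the P5 control numbers differ from their barcode starts. In P5 MEIS1 replicate 1, 1 cell held 26481 of the 83306 GFP UMIs of all cells. The type of that cell was not looked at, so that the progenitor value of that library may rest on 1 cell. The higher GFP CPM of P5 control 1 within progenitors is not explained by its cell types alone. No biological explanation was tested.

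The lower GFP in MEIS libraries was weighed against a difference in cell types. GFP was lower on average within progenitors, rods and amacrine cells at both ages. The measure fixed beforehand, the smallest fall among these 6, in P5 rods, was log2 -0.27 (exact permutation p 0.619, not beyond the spread, with 2 of 6 MEIS libraries above every control). In progenitors the fall was -2.03 at P2 and -1.62 at P5 (exact permutation p 0.00952 each), which the shares of the other cell types do not explain. The size of the P5 fall depended on P5 control 1: in edgeR the P5 log2 fold change in progenitors, -1.72 and not called, was -0.95 without that library. Of 6 MEIS libraries, 5 lay below every control at each age. In P5 MEIS1 replicate 1, 1 cell held 26481 of the 83306 GFP UMIs of all cells. In P5 control 4, 1 cell held 16957 of 152861. The types of these cells were not looked at, so that GFP of these libraries within rods or progenitors may rest on 1 cell. A weaker expression of GFP from the larger constructs, a lower dose of plasmid and a different selection of GFP-positive cells stay open and were not tested.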

How the results depend on the processing

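Of the alternatives in this part, limma voom, cells with at least 10 GFP UMIs, both readings of the barcode starts, the P5 replicate 1 libraries as a batch term or left out, the crossed block and the alternatives of the correlations were chosen after seeing the data. The cause of a change was not tested unless it is stated. A minimum of 50 cells left the set of libraries unchanged in every cell type but bipolar cells, where the count of genes stayed the same. Fits to libraries of 1 age do not apply to the difference between ages, and subsets of controls do not apply to contrasts of constructs with each other. Where 1 library of a pair is left out, the lone library is assumed to vary like the other groups.

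Counts of called genes in edgeR depended strongly on the processing. DESeq2 kept 8 of 20 counts within 1.5 times, no TMM factors 16, no filter on low counts 15, the replicate block 13 and limma voom 14. Of 13 counts in progenitors, 12 stayed so without Scrublet doublets. DESeq2 gave, in progenitors, 6 genes for any MEIS at P5, 562 for MEIS2 at P2, 7 for MEIS2 at P5, 12 for the P5 combination, 83 for MEIS1 against MEIS2 at P2, 49 for the P5 combination against single constructs and 2 for the difference between ages. It gave 207 in neurogenic cells at P2, 158 and 1 in rods at P2 and P5, 1 in amacrine cells at P2 and 13 in bipolar cells. Voom gave 85 genes for MEIS2 at P2, 9 for the P5 combination and 35 for the P5 combination against single constructs, and 1 in neurogenic cells at P2, 1 in rods at P2 and 2 in bipolar cells.

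No TMM factors gave 80 genes for MEIS2 at P2, 1 for the P5 combination against single constructs, 1 in neurogenic cells at P2 and 0 in bipolar cells. No filter on low counts gave 43 for MEIS2 at P2, 4 for the P5 combination, 4 for it against single constructs, 1 in neurogenic cells at P2 and 5 in bipolar cells. Without Scrublet doublets, MEIS2 at P2 gave 33. Libraries of 1 age gave 0 for any MEIS at P2, 1 for MEIS2 at P2, 0 for the P2 combination, 0 for MEIS1 against MEIS2 at P2, 1 for the P5 combination against single constructs and 0 in neurogenic cells at P5. Only the groups compared, with fewer libraries to estimate the spread, gave 0 for each of MEIS1, MEIS2 and the combination at P2, 0 for MEIS1 against MEIS2 at P2 and 1 at P5, and 9 for the P5 combination against single constructs.

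The replicate block gave 0 for any MEIS, MEIS2 and the combination at P2, 18 for the P5 combination, 6 for it against single constructs, 8 in neurogenic cells at P5 and 2 in bipolar cells, where Pknox1 was not among them. Controls 1 and 2 alone gave 0 for any MEIS, MEIS2 and the combination at P2, 1 for any MEIS at P5, 10 for the P5 combination and 0 in neurogenic cells at P5. Controls 3 and 4 alone, which leave out the deep P2 control 1, gave 8 for any MEIS at P2, 3 for MEIS2 and 0 for the combination at P2, 1 for the P5 combination, 386 and 0 in neurogenic cells at P2 and P5, 616 in rods at P2 and 0 in bipolar cells.

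The labels mattered as well. The construct from the treatment tag gave 0 genes for the P2 group named MEIS1 and 0 for the P5 group named MEIS2. Without the 2 libraries whose barcodes start with another group's name, any MEIS at P2 gave 116 genes in progenitors, 786 in neurogenic cells and 499 in rods, and MEIS2 and the combination at P2 gave 1 each. With the group taken from the barcode start, any MEIS at P2 gave 414 in progenitors, 1053 in neurogenic cells, 285 in rods and 2 in amacrine cells. That reading gave 0 for MEIS1, 186 for MEIS2 and 0 for the combination at P2, and 0 for MEIS1 against MEIS2. Cells with at least 10 GFP UMIs gave 1 for any MEIS at P2, 1 for MEIS2 at P2, 4 for the P5 combination, 1 for it against single constructs, 1 in neurogenic cells at P2 and 2 in bipolar cells. The P5 replicate 1 libraries as a batch term gave 0 in bipolar cells. Without these libraries, P5 gave 1 gene for any MEIS, 1 for the combination, 0 for MEIS1 against MEIS2, 0 for the combination against single constructs, 0 in neurogenic cells and 0 in bipolar cells.

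Leaving out each library in turn kept 107 of 166 counts within 1.5 times. Most of the highest P2 counts came without P2 MEIS2 replicate 1, which leaves the library of high Malat1 as the lone MEIS2 library: any MEIS ran from 0 (without P2 control 2) to 761 in progenitors, from 0 to 683 in neurogenic cells and from 0 to 576 in rods. MEIS2 at P2 ran from 1 (without P2 control 1) to 2557, MEIS1 against MEIS2 from 1 (without P2 MEIS1 replicate 1) to 2219, the combination against single constructs from 0 to 359, and the difference between ages from 0 to 8. The P2 combination ran from 0 (without P2 control 2) to 2. At P5 any MEIS in progenitors ran from 2 (without P5 control 2) to 5 (without P5 control 3), and the combination from 1 (without P5 control 2) to 9 (without P5 control 3). The P5 combination against single constructs ran from 0 (without P5 MEIS2 replicate 1) to 10 (without P5 combination replicate 2). Neurogenic cells at P5 ran from 0 (without P5 control 1) to 2 (without P5 combination replicate 2), rods from 0 to 1 (without P5 control 3) and bipolar cells from 0 (without P5 control 1) to 44 (without P5 combination replicate 2).

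For cell type shares, 75 of 76 leave-one-out counts of called types stayed the same. The P5 combination ran from 0 to 1 (without P5 combination replicate 2). It gave 3 types under the replicate block, 2 with controls 1 and 2 and 4 with the P5 batch term. The block gave 1 type for any MEIS at P2 and 2 at P5. Shares under limma on log2 odds, without doublets and by age alone kept 12 of 12 directions of the any-MEIS log2 ratios. Some of these ratios changed sign. The P2 amacrine ratio, 0.16, was -0.0372 with TMM over cell types, -0.17 under the block, -0.22 with controls 1 and 2, and ran from -0.0731 (without P2 control 4) to 0.57 (without P2 control 1). The P2 neurogenic ratio, 0.26, was -0.0152 with controls 3 and 4. The P2 progenitor ratio, 0.05, was -0.0643 with TMM over cell types, -0.00999 without the shallowest cells, -0.32 with controls 3 and 4, -0.0709 without the libraries of conflicting barcode starts and -0.0731 with the group from the barcode start. It ran from -0.10 (without P2 MEIS1 replicate 2) to 0.23 (without P2 control 4).

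At P5 the amacrine ratio, 0.02, was -0.32 under the block, -0.49 with controls 1 and 2, -0.11 with the batch term, and ran from -0.46 (without MEIS1 replicate 1) to 0.77 (without control 1). With controls 3 and 4 the P5 ratios were 1.42 for cones, -0.0668 for neurogenic cells, -0.32 for progenitors and 0.0612 for rods. Cones, -0.78, ran from -1.90 (without MEIS1 replicate 1) to 0.31 (without control 1). Neurogenic cells, 0.32, ran from -0.16 (without MEIS1 replicate 2) to 0.65 (without control 3), and progenitors, 0.08, from -0.38 to 0.57 without the same libraries. Rods, -0.02, ran from -0.18 (without MEIS1 replicate 1) to 0.0919 (without MEIS1 replicate 2).

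For gene lists, fry and an estimated correlation, both run with all libraries, kept 12 of 12 results. The replicate block and controls 1 and 2 kept 7 each, and controls 3 and 4 kept 4. Under the block the adjusted p was 0.00197 for early progenitor, 1.09e-05 for cell cycle (upward, a change of direction), 0.00447 for neurogenic and 0.00341 for rod genes at P5, and 1.15e-05 for rod genes at P2. With controls 1 and 2 these were 0.00156, 5.56e-06 (upward), 0.00415, 0.00175 and 2.90e-05. With controls 3 and 4 the early progenitor list at P2 (0.0137) and the cell cycle list at P5 (0.00513) were called. Early progenitor (0.134), neurogenic (0.134) and rod genes (0.134) at P5, rod genes at P2 (0.228) and cone genes at both ages (0.532 each) changed direction there, not called.

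Leaving out P5 control 3 gave the lowest adjusted p at P5 for early progenitor (0.00491, up to 0.851 without combination replicate 1, where the direction changed), cell cycle (1.50e-07, upward, up to 0.838 without MEIS1 replicate 1), neurogenic (7.07e-05, up to 0.838 without MEIS1 replicate 1) and rod genes (0.00174, up to 0.834 without control 4). Late progenitor genes at P5 ran from 0.00343 (without combination replicate 2) to 0.674 (without combination replicate 1), and cone genes from 0.528 (without MEIS2 replicate 2, direction changed) to 0.828 (without MEIS1 replicate 1). At P2 late progenitor genes ran from 0.202 (without control 4) to 0.967 (without control 1) and cell cycle genes from 0.00645 (without control 3) to 0.884 (without MEIS1 replicate 2). Rod genes at P2 ran from 0.0381 (without control 4) to 0.979 (without control 1, direction changed), and cone genes from 0.615 (without MEIS2 replicate 1) to 0.979 (without control 1, direction changed).

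Log2 fold changes of single genes kept their direction and side of the threshold in 539 of 628 leave-one-out values, and 7 changed sign. In amacrine cells at P5, for any MEIS, Meis2 was -0.00105 under the block, and GFP was 0.00177 under the block and 0.0118 with controls 1 and 2. Under the treatment tag, which adds MEIS2 libraries to the P2 group, Meis2 for MEIS1 in P2 progenitors was 2.15 in place of -0.60. The group from the barcode start gave -0.43 for Meis1 with MEIS2 at P2, 0.37 for GFP with the P2 combination, -0.33 for Meis1 in the P2 combination against single constructs, -0.67 for GFP in the difference between ages and 0.0180 for GFP in P2 amacrine cells. The GFP difference between ages was -0.14 with controls 1 and 2.

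Meis1 with MEIS2 in P5 progenitors was -0.00157 without the replicate 1 libraries, and ran from -0.0673 (without MEIS2 replicate 1) to 0.63 (without MEIS2 replicate 2). GFP in MEIS1 against MEIS2 at P2, 0.02, was -0.00142 in DESeq2, -0.0788 without TMM factors, -0.0126 with only the groups compared, -0.13 under the block, -0.44 under the crossed block and -0.23 in cells with at least 10 GFP UMIs. It ran from -1.12 (without MEIS1 replicate 1) to 0.72 (without MEIS2 replicate 1). GFP in the P2 combination against single constructs ran from -0.76 (without combination replicate 1) to 0.91 (without combination replicate 2), and Meis1 in that contrast at P5 from -0.46 (without combination replicate 1) to 0.0789 (without combination replicate 2).

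The construct genes summed over progenitors only, in place of all cells, gained calls: Meis2 with MEIS2 was 3.05 at P2 and 4.40 at P5, Meis1 with the combination 2.00 and 2.07, and Meis2 with the combination 2.44 and 4.92. Meis2 with MEIS1 changed sign there, to -0.60 at P2 and 0.48 at P5. The share of cells with a UMI, after thinning to 1000 UMIs, gave smaller log2 ratios: for Meis1 1.61 and 1.22 with MEIS1 and 1.13 and 1.01 with the combination at P2 and P5, and for Meis2 0.80 and 0.68 with MEIS2 and 0.63 and 0.93 with the combination. For GFP it gave -0.13 with MEIS1, 0.0126 with MEIS2 and -0.15 with the combination at P2, and -0.30 with MEIS2 and -0.0832 with the combination at P5. A share cannot exceed 100 percent and every cell has a GFP UMI before thinning, which limits this measure.

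The correlation between MEIS1 and MEIS2 at P2 left its simulated range with controls 1 and 2 (0.197) and 3 and 4 (0.430), and ran from -0.0757 (without MEIS1 replicate 1) to 0.451 (without MEIS2 replicate 2). That of MEIS2 with the combination at P2 ran from 0.142 (without MEIS2 replicate 1) to 0.613 (without MEIS2 replicate 2). At P5, MEIS1 with the combination was 0.316 with controls 1 and 2 and ran from -0.142 (without combination replicate 2) to 0.174 (without control 3). MEIS2 with the combination was 0.388 with controls 1 and 2 (simulated -0.02 to 0.02) and 0.252 with controls 3 and 4 (simulated 0.14 to 0.17), and ran from -0.00823 (without combination replicate 2; simulated 0.01 to 0.07) to 0.269 (without control 3; simulated -0.07 to -0.03). Depth limits the sums: progenitors of a library held 649745 to 32044471 UMIs from 63 to 2482 cells.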

Other observations

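In this part, the tests of the 5 genes of the P2 MEIS2 contrast, the permutation and the within-library test of Pknox1, and the test of bipolar cells were chosen only after the result was seen. The values of Pknox1 by cell type and the batch term of bipolar cells were also chosen then. The remaining tests were fixed before their own results were seen, but the nuclear RNA explanation was left open only after its value was seen. Splits of the libraries drawn within each age, with the real split among the 100, were fixed beforehand.

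The counts of called genes for any MEIS were set beside other splits of the libraries. In progenitors 5 of the 100 splits gave as many genes as the 2 at P2, and 6 gave as many as the 3 at P5, so that chance cannot be excluded for either count. For the difference between ages, where 0 genes were called in edgeR (331 at an unadjusted p under 0.05, 2 called in DESeq2), 100 of the 100 gave as many. In neurogenic cells 100 gave as many at P2 and 16 at P5, where the real count was 1. In rods and in amacrine cells 100 of 100 gave as many at both ages, since the real counts were 0. In bipolar cells at P5, 4 of 100 gave as many as the 1 gene called. A split can call many genes: the largest count in progenitors at P2 was 528. A gene such as Meis1, whose level the construct sets, is not made doubtful by these counts.

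P2 MEIS2 replicate 2 had a median of 992 UMIs per cell, 10.0 percent Malat1 and 0.415 percent mitochondrial UMIs. Shallow cells as the whole cause are argued against, since the deeper 50 percent of its cells had 10.6 percent Malat1 and its shallower cells 7.99 percent. In every other library the deeper cells had at most 3.99 percent and the shallower cells at most 6.55 percent (P2 control 2). Depth was not matched in this comparison: its deeper cells had a median of 1537 UMIs, and those of the other libraries 4618 or more. Nuclear RNA in place of cytoplasmic RNA would raise other long non-coding genes as well. Relative to coding genes, these changed from replicate 1 to replicate 2 by a median of log2 -0.42, whose size lay within the range of the 17 other pairs of replicates (up to 0.67). That is the outcome written down beforehand for the case that nuclear RNA is not the cause. A median over genes that move both ways leaves it open all the same. The fold changes of the 5 genes called beside Meis2 in this contrast rest mostly on this library. Their median log2 fold change was 3.47 with it and 0.40 without it, where the 5 ranged from 0.0354 to 1.00. The loss of their calls is not specific to it, since they were also lost without any 1 of the P2 controls. For Arf3, the fold change kept its size in those fits. A failed library and a true response in it cannot be told apart with 1 library.

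Pknox1 was chosen after its values were seen, because it was higher in MEIS libraries in several cell types. Summed over all cells, its mean log2 difference between 12 MEIS and 8 control libraries was 0.84 with an exact permutation p of 9.07e-05 over the 44100 splits within ages. That excludes chance for this gene only if its choice is left aside, and it is 1 of 14747 genes tested in bipolar cells. Reads of Meis1 or Meis2 counted as Pknox1 are argued against, as 0 of the 31-base stretches of annotated Pknox1 transcripts occur in transcripts of Meis1 or Meis2. Within libraries, summed over 4 cell types, cells above the median GFP share had more Pknox1 than the others in 12 of 12 MEIS libraries (mean log2 0.35 ± 0.16, SD) and in 1 of 8 control libraries (-0.12 ± 0.14). The difference between these was 0.48 with an exact permutation p of 2.27e-05, the smallest these splits can give, and it was the largest of 9338 genes relative to its spread. Bipolar cells were not in that sum. In them all 4 P5 controls were above 0 as well (0.05 to 0.31), with 6 of 6 P5 MEIS libraries above 0 (0.14 to 0.75) and a difference of 0.33 (exact permutation p 0.0286). Bipolar cells at P2 held too few UMIs of Pknox1 to be tested. Single cell types varied more than the sum: MEIS libraries were above 0 in 10 of 12 for progenitors (lowest -0.68), 12 for neurogenic cells, 11 for rods (lowest -0.64) and 11 for amacrine cells. Controls were above 0 in 2, 5, 4 and 3 of 8. Many of these values rest on few UMIs. The 2 lowest, both of P2 MEIS2 replicate 2, compare 8 UMIs with 25 in progenitors and 13 with 31 in rods. A response to the construct in the cells that carry it is a candidate explanation, as a hypothesis found and tested on the same libraries. The sequence of the plasmids was not used here, so that reads from them that map to Pknox1 stay open.

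Bipolar cells were few in the P5 combination. Replicate 1 libraries of another composition are argued against as the whole cause, since the combination library was the lowest in both sets of libraries, 2 of 2: in replicate 1 it had 1.18 percent, and in replicates 2 to 4 it had 9.87 percent. With 2 libraries in the group, the difference was not called (adjusted p 0.198 in edgeR). It was called with the P5 replicate 1 libraries as a batch term (log2 ratio -1.53, adjusted p 0.0283 in edgeR) and under the replicate block (-1.76, adjusted p 0.0272). Combination replicate 1 had a median of 9753 UMIs per cell, against 3139 to 4394 in the other replicate 1 libraries, and 12.2 percent progenitors, against 3.01 to 4.90. Its difference from replicate 2 correlated across genes at 0.03 with that of MEIS1, 0.05 with that of MEIS2 and 0.24 with that of controls. A common batch term may not suit it. The result therefore depends on how these libraries are modelled, and a lower share by construct remains a hypothesis.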
